A study of Rattus norvegicus with 4 samples. Its data were reported in "Exploring hepatic hormone actions using a compilation of gene expression profiles" (2005).

How the data were processed

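The measurements were made on 4 arrays of 2 colours, each comparing RNA from growth hormone (GH)-treated rat hepatocytes with RNA from untreated cells. The cells were primary hepatocytes of young male rats, kept on matrigel in serum-free medium with insulin and ascorbic acid, and bovine GH was given at 100 ng/ml for 24 hours. Per the labels, the GH-treated RNA carried Cy5 on the unnumbered array and on array 4.1, and Cy3 on arrays 3.1 and 4.2. The first digit of an array number was read as the cell preparation. The labels state 4 biological replicates and 8 hybridisations, and 4 arrays were analysed here.

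According to the study's methods, the cDNA arrays were made in house and spots were quantified with GenePix Pro. The authors subtracted the mean local background from the mean spot signal and left out spots that were absent or weaker than their minimum over background. Each array was then normalized by Lowess in the SMA package for R. The deposited values are log2 ratios, 1 per clone and array, with an empty cell where a spot was left out. The base of the logarithm comes from the methods and not from the table. Array medians lay between -0.0042 and 0.0039, so the arrays were centred already. The scaling and the handling of repeat spots are not given in the sources used here. No intensities were used, so signal over background is unknown, and the number of arrays limits the precision.

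The direction of the ratios is not written in the table. The methods describe ratios as treated over untreated. By a rule set beforehand, the values were taken as already turned one way if the opposite-dye arrays 4.1 and 4.2 correlated above 0 over clones, which they did (Pearson 0.472). The correlation does not decide this, since dye bias shared by the arrays of an unturned table would give it too, and the dye term would then hold the GH effect. The direction is called likely because of the description in the methods, and the turning is an assumption. The signs of the genes that the study measured by PCR could not be set beside it, because the clones carry no gene names here.

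The table holds 6240 clones under their own IDs. The files do not pair these IDs with genes. A rat gene table of assembly GRCr8 was searched by symbol, synonym, locus tag, Ensembl identifier and RefSeq transcript, and 0 IDs matched. The 26 gene lists fixed beforehand were for that reason not tested. The rule for named genes asked for a gene name and gave none. In its place, the 2 clones with the largest mean rise and the 2 with the largest mean fall were given, among clones past the threshold with 1 sign on every array that measured them.

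Clones measured on at least 3 of the 4 arrays were tested. Arrays 4.1 and 4.2 were averaged, which left 3 replicates (the unnumbered array, array 3.1 and preparation 4). Of the clones tested, 2859 had values in all 3 replicates, with 2 residual degrees of freedom before moderation, and 308 had values in 2 replicates, with 1. A dye effect cancels in the mean of the 2434 clones on 4 arrays. In clones that lacked the unnumbered array (6) or array 3.1 (302) 50% of it stayed in the mean, and in those that lacked array 4.1 (408) or 4.2 (17) 33.3% did. The mean log2 ratio was tested against 0, two-sided, with lmFit and eBayes of limma 3.58.1 in R 4.3.3, and p-values were adjusted after Benjamini and Hochberg with a threshold of 0.05. The study added a limit of 0.58 on the log2 scale where it compared sex-differentiated genes with the effects of GH and estrogen. Here that limit was used to describe sizes. A second fit on the 4 arrays, with arrays 4.1 and 4.2 counted separately, held a GH term and a dye term. On simulated ratios of 3167 clones, with 200 changed in each of 20 simulations, the fit found 36.6% of changes of 0.3 on the log2 scale, 96.8% of changes of 0.6 and 99.9% of changes of 1. Of its calls in the simulations 5.32% were false. The simulated errors were independent between clones and replicates, with no dye effect, plate effect or shared preparation. These shares hold under the model of the fit and are not error rates of the real arrays. Position and contrast tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with 1000 shuffles, and 2000 or 500 bootstrap draws.

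The grouping, the tests, the filter on arrays and most alternative settings were chosen before the data were examined. The replacement rule for named clones, the alternatives that use source plates, the alternatives that split clones by the size of the ratio (except that of the most extreme mean ratios), and all tests of technical explanations were chosen after seeing the data. The plate was read from the letters of the clone ID and the well from its number, as 96 wells in rows of 12, an arrangement that the sources used here do not state. The settings chosen beforehand covered the replicates, the dye, the test, the filter, the scaling, the threshold and each left-out array or replicate.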

Results

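The effect of GH on gene expression in isolated liver cells was measured with in-house cDNA arrays, on which GH-treated hepatocytes were compared directly with untreated cells harvested at the same time. This asks which transcripts respond to the hormone in hepatocytes outside the animal. The data comprised 4 arrays of 1 comparison, counted as 3 replicates. The unnumbered array measured 4596 of 6240 clones, array 3.1 measured 2887, array 4.1 measured 2769 and array 4.2 measured 4217. All 4 arrays measured 2434 clones, and 733 clones were measured on 3 arrays. The remaining clones did not enter the test reported here, among them 1535 with no value on any array. The labels do not say whether the unnumbered array is a cell preparation of its own, so p-values measure the spread between these arrays, part of which may be technical.

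Of the 3167 clones tested, 40 rose and 49 fell after GH treatment (limma, Benjamini-Hochberg adjusted). This takes the ratios as turned for the dye, with a direction that is called likely and is not stated in the table. These 89 clones were 2.81% of those tested. The median rise was 0.61 on the log2 scale, or 1.53-fold, and the rises ranged from 0.36 to 1.76. The median fall was -0.61, a change of 1.52-fold, and the falls ranged from -0.36 to -2.13. All 89 had 1 sign on every array that measured them, which was 4 arrays for 76 clones and 3 arrays for 13, and 6 of the 89 had values in 2 replicates only. The 89 clones were selected on these same arrays, so their shared sign is no independent check. The median SD over replicates was 0.17 for these clones and 0.12 for all clones tested. The count was 18 without the unnumbered array, 206 without array 3.1 and 59 without array 4.2. These counts are not like for like, because a dye effect no longer cancels. In clones with all the other arrays 50% of it stays without the unnumbered array or array 3.1, and 33.3% without array 4.2. Without array 3.1 limma used its pooled spread alone. The count was 145 when the unnumbered array and array 3.1 were averaged as 1 preparation, and all 89 clones were among them. That fit rests on 2 values per clone and on limma's pooled spread, so its higher count is not stronger evidence.

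Changes beyond 1.5-fold (0.58 on the log2 scale) were found in 48 of the 89 clones, of which 22 rose and 26 fell. Beyond a log2 ratio of 1, which is a change of 2-fold, 5 clones rose and 7 fell. Beyond 1.5 on this scale, 2 clones rose and 6 fell. Another 2 clones had a mean beyond 0.58 and did not pass the threshold.

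The files do not pair the clones with genes, so the largest changes among the clones past the threshold are given by clone ID. Clone RNABQ07 rose by 1.76 ± 0.25 (SD, n = 3; limma adjusted p = 1.05e-05), which is 3.39-fold. Clone RNABL60 rose by 1.60 ± 0.17 (SD, n = 3; limma adjusted p = 8.01e-06), which is 3.04-fold. The deepest fall among them was that of clone RGIAP58, at -2.13 ± 0.31 (SD, n = 3; limma adjusted p = 7.70e-06), a change of 4.37-fold. Clone RGIAI10 followed at -2.08 ± 0.20 (SD, n = 3; limma adjusted p = 5.29e-06), a change of 4.22-fold. Each of the 4 was measured on all 4 arrays with 1 sign, which was a condition of the choice. On the single arrays RNABQ07 lay between 1.18 and 1.95, RNABL60 between 1.42 and 1.86, RGIAP58 between -2.48 and -1.90, and RGIAI10 between -2.31 and -1.91.

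**Figure D1:**
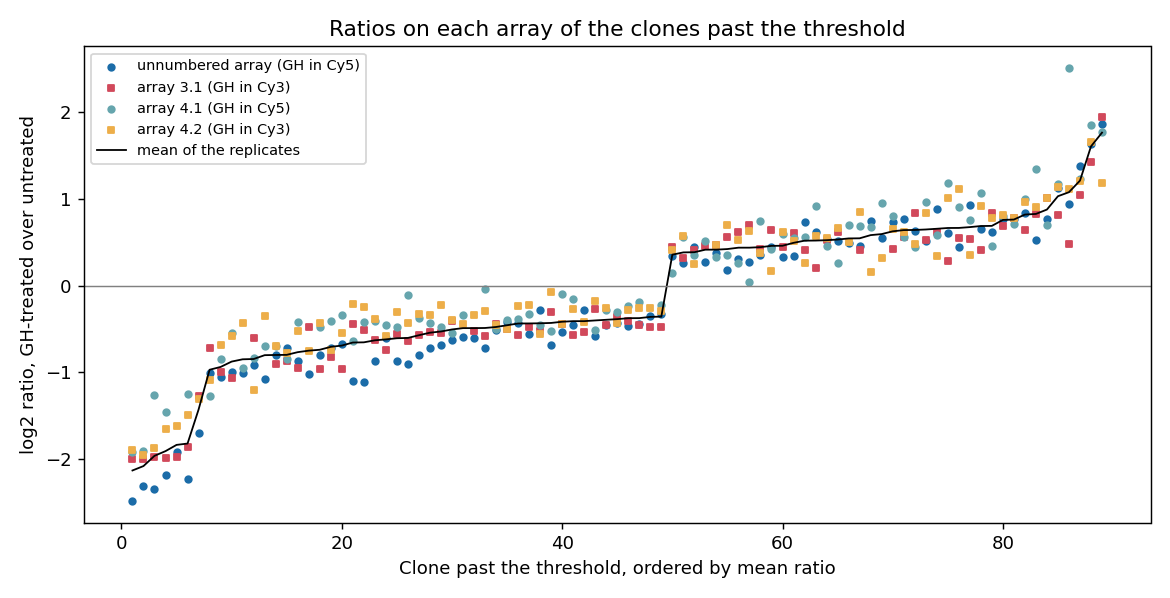
Log2 ratios (GH-treated over untreated, vertical axis) of the 89 clones past the threshold, ordered by their mean ratio (horizontal axis). Points are the single arrays, circles with GH in Cy5 and squares with GH in Cy3, and the line is the mean of the replicates, which runs from -2.13 to 1.76.

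Most tested clones did not pass the threshold. For 2999 of these 3078 clones (97.4%) the 95% interval of the mean ratio, with limma's moderated error, lay within 1.5-fold either way, and for 3074 it lay within 2-fold. These intervals are for array ratios and do not bound the change in transcript level. In hepatocytes the study's PCR ratios lay further from no change than its array ratios for some genes, and nearer for others. In tested clones that lacked an array, part of a dye effect stays in the mean, and the interval does not allow for it. An unadjusted p under 0.05 was reached by 582 of the 3167 clones. With no change, independent replicates and no technical bias, 158 would be expected. The arrays are correlated, so the excess does not measure the response to GH alone. On all 4 arrays 678 of 2434 clones had the same sign (27.9%). No chance level is given for this share, because the arrays are correlated by preparation and by dye orientation.

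The dye orientation was examined next, as the background of the measurement. In the fit with a dye term, 0 clones passed the threshold on that term with limma and 407 had an unadjusted p under 0.05. On the GH term 690 had one. For a term without effect 158 would be expected, with independent arrays and no technical bias. The smallest adjusted p on the dye term was 0.248. The dye term had a median size of 0.071 and reached at most 0.77, whereas the GH term of the same fit had a median size of 0.083 and reached 2.07. The GH term had 128 clones past the threshold in that fit, 60 higher and 68 lower.

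Agreement between arrays was computed across clones, which are not independent replicates. Arrays 4.1 and 4.2, of 1 preparation with dyes exchanged, had a Pearson correlation of 0.472 and a Spearman correlation of 0.115. Arrays of the same dye orientation correlated more strongly. Pearson's r was 0.608 for the unnumbered array with array 4.1 and 0.605 for array 3.1 with array 4.2, and the Spearman correlations were 0.481 and 0.561. The other pairs had opposite dyes. The unnumbered array had 0.488 (Pearson) and 0.355 (Spearman) with array 3.1, and 0.459 and 0.218 with array 4.2. In both measures these lay below the same-dye pairs, and their Spearman correlations lay above that of arrays 4.1 and 4.2. The lowest pair was 3.1 with 4.1, at 0.197 (Pearson) and -0.033 (Spearman). The SD of the difference between arrays 4.1 and 4.2 was 0.225, and over all pairs it lay between 0.221 and 0.329. Over the clones past the threshold, which were selected on these arrays, Pearson's r lay between 0.893 and 0.966 for the 6 pairs.

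**Figure D2:**
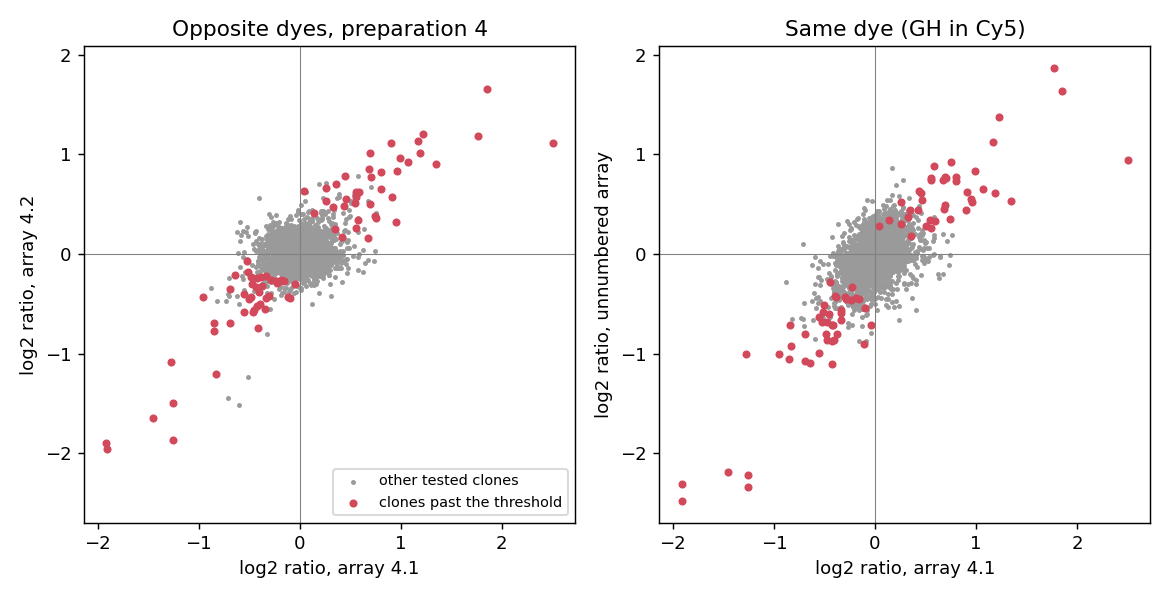
Log2 ratios of tested clones on array 4.1 (horizontal axes) against array 4.2, of opposite dye orientation (left, vertical axis), and against the unnumbered array, of the same orientation (right, vertical axis). Each point is 1 clone, red where it passed the threshold; over all clones measured on both arrays Pearson's r was 0.472 on the left pair and 0.608 on the right pair.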

Values the study reported

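The study reported arrays of about 6200 clones and 6096 transcripts expressed in at least 1 hybridisation over all its experiments. For hepatocytes it gave array ratios of treated over untreated cells of 0.54 for Phyh, 0.63 for Hsd11b1, 1.48 for Ppp3ca and 1.26 for CD36. The ratios by real-time PCR were 0.6, 0.5, 1.33 and 2.07 for these 4 genes. Its false discovery rate was 5%.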

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

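The tests of technical explanations in this part were all chosen after the result was seen. The lowest ratio of the unnumbered array stood apart from the lowest ratios of the other arrays, at -2.82 against values from -2.02 to -1.91. Its gap to the next was 0.883 of the whole range, past the critical value that chance passes in about 1 of 20 groups of independent values. Of the 10 quantities screened in this way, 1 passed. The clone behind it was measured on the unnumbered array and array 4.2 only, where it was also the lowest (-2.02), too few arrays for the test in the report.

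The first pattern is that arrays of the same dye orientation agreed more than the pair from 1 preparation with dyes exchanged. A difference between cell preparations would make arrays 4.1 and 4.2 agree at least as well as 4.1 and the unnumbered array. The Spearman correlation of the first pair minus that of the second was instead -0.388 over the 2434 clones on all 4 arrays (95% bootstrap interval -0.440 to -0.337). This interval and the next were drawn over clones and leave out the spread between arrays. A dye bias that follows the source plate may contribute, since the plate accounted for 24.8% of the part of the ratios that changes sign with the dye and for at most 1.61% after shuffling. However, the plate also accounted for 14.8% of the contrast between preparations and for 3.52% of the mean over arrays. After shuffling it accounted for at most 2.33% and 1.78% of these. Dye bias shared by a whole plate is not the whole of the pattern: with plate medians removed the Spearman difference was still -0.288 (interval -0.330 to -0.240). Ratios left unturned for the dye would place the GH effect in the dye term and make the shared changes dye bias. On the dye term 0 clones passed and the largest size was 0.77, against 128 clones and 2.07 on the term shared by both orientations. The fit counted arrays 4.1 and 4.2 separately. In clones on 4 arrays a preparation effect common to both enters the shared term and not the dye term. An unadjusted p under 0.05 was reached by 407 clones on the dye term and 690 on the shared term. The study reported GH effects in hepatocytes by array and by PCR, so these values argue against unturned ratios for the clones tested. They do not exclude them, because no array compared RNA with itself and the clones have no names. The plate was picked after several groupings by position had been tried, and no biological explanation was tested.

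The second pattern was looked for in clones with a mean beyond 0.58 on 4 arrays. The first contrast set the unnumbered array and array 3.1 against arrays 4.1 and 4.2. The remaining contrast set the unnumbered array and array 4.2 against arrays 3.1 and 4.1. The first was larger in 33 of 39 clones (two-sided exact binomial p = 1.43e-05). Independent noise of the arrays would give about 19.5. The count left out the dye contrast. In these clones the root mean square was 0.195 for the first contrast, 0.138 for the remaining one and 0.172 for the dye contrast. The first also exceeded the remaining one over the 2434 clones on 4 arrays, with SDs of 0.093 and 0.059. The dye contrast had an SD of 0.109 there. The p-values of this pattern are over clones of 1 set of 4 arrays, which are not independent replicates. The count of 33 replaced the ratio of the root mean squares of the first and remaining contrasts as the measure. That ratio (1.42, bootstrap interval 0.93 to 2.55) had not decided. With plate medians removed the count was 31 (exact binomial p = 0.000294), which argues against plates. The preparation that arrays 4.1 and 4.2 have in common enters the first contrast and cancels in the remaining one. The count could therefore exceed 19.5 even if the unnumbered array and 3.1 were unrelated. It does not show whether those arrays shared a preparation or processing, and these causes cannot be parted here.

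The third pattern is that some clones past the threshold lay in neighbouring wells, if the number in the ID is a well. This concerned 9 of the 89 clones, in 3 runs of 4, 3 and 2 clones, which made 6 neighbouring pairs of 1 direction against 2.39 on average in shuffles within plates (permutation p = 0.037, not adjusted for the other patterns looked at). The fit with plate medians removed, with 107 clones past the threshold, had 9 pairs (permutation p = 0.008). Repeat clones of 1 gene or carry-over between wells may account for it, but the median size difference within pairs, 0.120 against 0.198 in shuffles, did not pass (permutation p = 0.140). These stay open because the clones are unnamed.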

How the results depend on the processing

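The alternatives by source plate and by other splits of clone size, and the reversal of arrays, were chosen after seeing the data. The count of 89 clones became 145 with the unnumbered array averaged with array 3.1, 192 over clones on at least 2 arrays and 180 at an adjusted p under 0.10. It became 48 with the limit of 0.58, 59 without array 4.2, and 182 with plate medians removed and a dye term. Without 1 replicate it ranged from 18 (without the unnumbered array; all 18 were among the 89) to 206 (without 3). Fits without 1 replicate, and the fit that averaged the unnumbered array with array 3.1, rest on 2 values and on limma's pooled spread. A dye effect no longer cancels in the fits without the unnumbered array or without array 3.1. The cause of the differences between these fits was not tested. The 9 other alternatives gave 60 to 128 clones. Each of the 4 named clones kept its sign and stayed past the threshold in the 16 alternatives in which it was tested, the SAM-style statistic included. They were chosen as the largest changes on these same arrays, so this is no independent check. The correlation of arrays 4.1 and 4.2 was 0.876 in the 276 clones with the most extreme mean ratios and -0.055 in the rest, a selection on the same arrays that raises the first and lowers the second. Ranked by the other 2 arrays it was 0.843 in the 244 most extreme clones and 0.133 in the other 2190. Over all clones with values on both arrays it was 0.472, and 0.560 with plate medians removed. These correlations do not settle the direction, since dye bias in an unturned table would raise them too. The dye term had 0 clones past the threshold in 3 settings. All gene-list alternatives, gene-level means and the median of clones were not run, since no clone has a gene name, and the random block gave no correlation estimate. Reversing arrays gave at most 2 clones in the other 7 of 8 sign patterns, 1 pattern (the real one) gave 89, and 8 patterns are too few for a share under 0.05. Signal over background was not analysed here.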

Other observations

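The tests of this part were chosen after the data were seen. Clones whose IDs begin with RNA passed the threshold more often than those beginning with RGI, at 64 of 1615 (3.96%) against 23 of 1527 (1.51%), with a two-sided Fisher exact p of 2.72e-05 over clones, which are not independent replicates. Of the 64 clones 31 rose and 33 fell, and of the 23 clones 7 rose and 16 fell.

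Among 996 clones measured on 2 arrays only, 5 lay beyond 0.58 with 1 sign on both, 2 higher and 3 lower. Their means ranged from -2.42 to 0.94. They did not enter the test in the report, which asked for 3 arrays.

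Of the 2434 clones on 4 arrays, 105 had 1 array far from the other 3 (4.31%). About 1 in 20 would arise by chance with independent arrays, but these arrays are correlated. The array apart was the unnumbered one in 27 clones, array 3.1 in 36, array 4.1 in 32 and array 4.2 in 10.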
